A study of Mus musculus with 2 samples.

How the data were processed

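The data were 2 single-cell RNA libraries from dorsal skin of mice on postnatal day 3. Per the labels, 1 library came from a wild-type animal or pool and served as the control, the other had the genotype miR-200b induced, and both carried the treatment label Dox. The labels do not describe the induction construct or the number of animals per library. Per the labels' protocols, epidermis and dermis were separated and dissociated apart, and the 2 cell suspensions were mixed in a ratio of 30 to 70 before loading on a 10x Genomics droplet platform that reads the 3′ ends of polyadenylated RNA.

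The deposited values were raw counts of unique molecular identifiers (UMIs) per gene and barcode, made with Cell Ranger 6.0.0 per the file headers. The deposited matrices held 32285 genes in both libraries, and no barcode had fewer than 500 UMIs. The files state neither the genome build nor the cell-calling settings and hold no cell type annotation, so cell classes were rebuilt here. Gene positions and 3′ untranslated regions (UTRs) were taken from GENCODE release vM21 on GRCm38, in which 32158 of the 32285 gene identifiers of the matrices were found. The 3′ UTR sequences covered 20795 genes of the matrices.

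Barcodes were kept with at least 500 detected genes, at least 1000 UMIs and under 15% mitochondrial UMIs. Scrublet scores were computed per library with scanpy, and the 7% of barcodes with the highest scores in each library were removed as doublets. The automatic threshold marked 3 cells (0.06%) in the control library and 2 cells (0.04%) in the induced library and was not usable, so the preset 7% stood in for it. The steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, leidenalg 0.10.2 and matplotlib 3.10.9.

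Kept cells of both libraries were clustered together without integration. Counts were scaled to 10000 UMIs per cell and log-transformed, 2000 variable genes and 30 principal components were taken, and Leiden clustering on 15 neighbours was run at resolution 1.0. Epithelial clusters were pooled and clustered again at resolution 2.0, which gave 42 epithelial clusters. The clustering left out Sox9 and the other panel genes, cell cycle genes, sex-linked genes, and mitochondrial, ribosomal protein and haemoglobin genes. A cluster was called epithelial when the summed keratin level passed 3000 CPM (UMIs of the genes scaled to equal totals). A cluster took the name of a class only from 26 marker lists. It needed at least 3 markers of the list that were detected in 25% of its cells and raised 1.5-fold over the other cells of the same library, with 20 CPM added to both. The basal epidermal name also needed Krt5 among the raised markers. It stayed unnamed when another class had more markers among its 10 leading genes, or when its median UMI count was under 1/3 of that of its library with no marker of the class among those 10 genes. The lists were fixed before the data were examined, as were the filters, the comparisons and the rule for named genes, while the numerical naming thresholds and the keratin level were set after the data had been seen. The class names are therefore a reconstruction, and "-like" is meant with each of them.

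UMIs of a class were summed per library and given as CPM with exact Poisson 95% intervals. Ratios are induced over control, on the log2 scale, with exact conditional binomial 95% intervals. Shares of cells have exact Clopper-Pearson 95% intervals. A count of 0 was given with the limit that 3 counts would set. All intervals and limits cover counting error only. With 1 library per group no test between the groups was possible, and no p-value or number of changed genes is given. Shares of cells with a UMI and shares of cycling cells were taken after each cell had been thinned to 2000 UMIs, leaving out 54 shallower cells of the control library and 352 of the induced library.

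Panel genes were 27 genes named beforehand. Other genes were named by a fixed rule of size. Among genes with at least 100 UMIs over both libraries in a class, at least 50 CPM in the higher library and intervals that did not overlap, the 3 with the largest rise and the 3 with the largest fall of CPM plus 5 were taken in the epidermal, hair follicle and fibroblast classes. Cell type markers, cell cycle genes, sex-linked, mitochondrial, ribosomal protein and haemoglobin genes were left out of that rule. A microRNA seed is the short stretch near its 5′ end that pairs with target RNAs. A gene carried a microRNA-200b site when its 3′ UTR held the 7-base match CAGTATT, and lists for microRNA-200a, let-7, microRNA-124, microRNA-1 and microRNA-122 were made the same way. For genes with a mean of at least 20 CPM, the median log2 ratio of a list, with 5 CPM added to both libraries, was set against 10000 random lists of the same size matched on mean expression. The difference from the median of the random lists and the percentile among them are given as a description of these libraries. All 7-base words carried by at least 100 genes were ranked by the median of log2 ratios corrected for expression and 3′ UTR length.

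The calculations were tested on simulated counts for the epithelial comparison. The ratio interval covered the simulated value for 94.75% of 5948 genes, and 200 of 200 changed genes were recovered with the right direction. A simulated shift of -0.20 in a list of 904 among 5764 genes was recovered as -0.18. In 50 simulations without any change, 2 lists fell outside the central 95% of 1000 random lists. The simulated counts held Poisson error only, with no variation shared between genes. They therefore do not show how often an unrelated list moves in real libraries, where let-7 lay at percentile 99.94 in epithelial cells.

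Alternatives covered a stricter cell filter (1000 genes, 2000 UMIs, 10% mitochondrial), no doublet removal, other clustering resolutions (1.0 and 3.0), clustering of each library alone, 4000 variable genes, other denominators, other scalings, other expression limits and pseudocounts, matching on 3′ UTR length, and thinning. Clustering with each gene centred within its library, clustering without Gm13648, and Sox9 in other groups of epithelial cells were added after the data had been seen. Barcodes that failed the filters entered only the values stated to be for removed barcodes or for all barcodes, and were left out of all other comparisons.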

Results

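Skin from mice on postnatal day 3 was profiled in 1 control library and 1 library of the genotype miR-200b induced. There were no replicates, so each difference below compares these libraries only. The control library held 9072 barcodes and 100409201 UMIs, and the induced library held 9114 barcodes and 119705137 UMIs. After filtering and doublet removal, 4816 control cells and 4890 induced cells were kept, with medians of 14612.5 and 17918.5 UMIs per cell. Epithelial cells numbered 3972 in the control library and 4103 in the induced library. Of the 42 epithelial clusters, 29 took at least 95% of their cells from 1 library, compared with 1 of the 13 non-epithelial clusters. A cluster from a single library may reflect that library, so several comparisons within named epithelial classes are also given over all epithelial cells. The named epidermal classes included a cluster led by the stress genes Nfkbia, Atf3, Irf1 and Socs3, with 2 control and 241 induced cells. The series title names sebaceous gland fate and SOX9, and these set the main comparisons.

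The labels were checked first on the targeted locus. Mature microRNAs are not captured by these libraries, and the genes Mir200b, Mir200a and Mir429 were not in the matrices. On chromosome 4 of GRCm38, the annotated transcript Gm13648 (ENSMUSG00000086549, positions 156052715 to 156059802, minus strand) spans all 3 of them. Its intron holds Mir200b (156055681 to 156055750) and Mir200a (156054896 to 156054985), and its exon 2 holds Mir429 (156053905 to 156053987). Over all epithelial cells Gm13648 stood at 2.20 CPM in the control library (171 UMIs) and at 527.7 CPM in the induced library (51844 UMIs), a log2 ratio of 7.91 (7.69 to 8.13). In epidermal cells it stood at 1.38 CPM (0.885 to 2.06) and 616.6 CPM (609.9 to 623.4). In hair follicle cells the values were 3.603 CPM and 102.6 CPM. The labels do not describe the induction construct, so these UMIs cannot be assigned to the gene's own locus or to the construct. Ttll10, which overlaps Gm13648 on the same strand, stood at 3.03 and 3.59 CPM in epithelial cells. After thinning to 2000 UMIs, 0.510% of control and 55.6% of induced epithelial cells had a Gm13648 UMI, and without thinning 4.03% and 81.9% had one. Fibroblast-like cells, with median depths of 9369.5 UMIs in the control and 5945 UMIs in the induced library, served as the background. None of the 507 thinned control fibroblast-like cells had a Gm13648 UMI, which allows a share of up to 0.592%, and 2.82% of the 248 induced ones did. Epithelial cells had median depths of 16091 and 21143 UMIs.

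**Figure D1:**
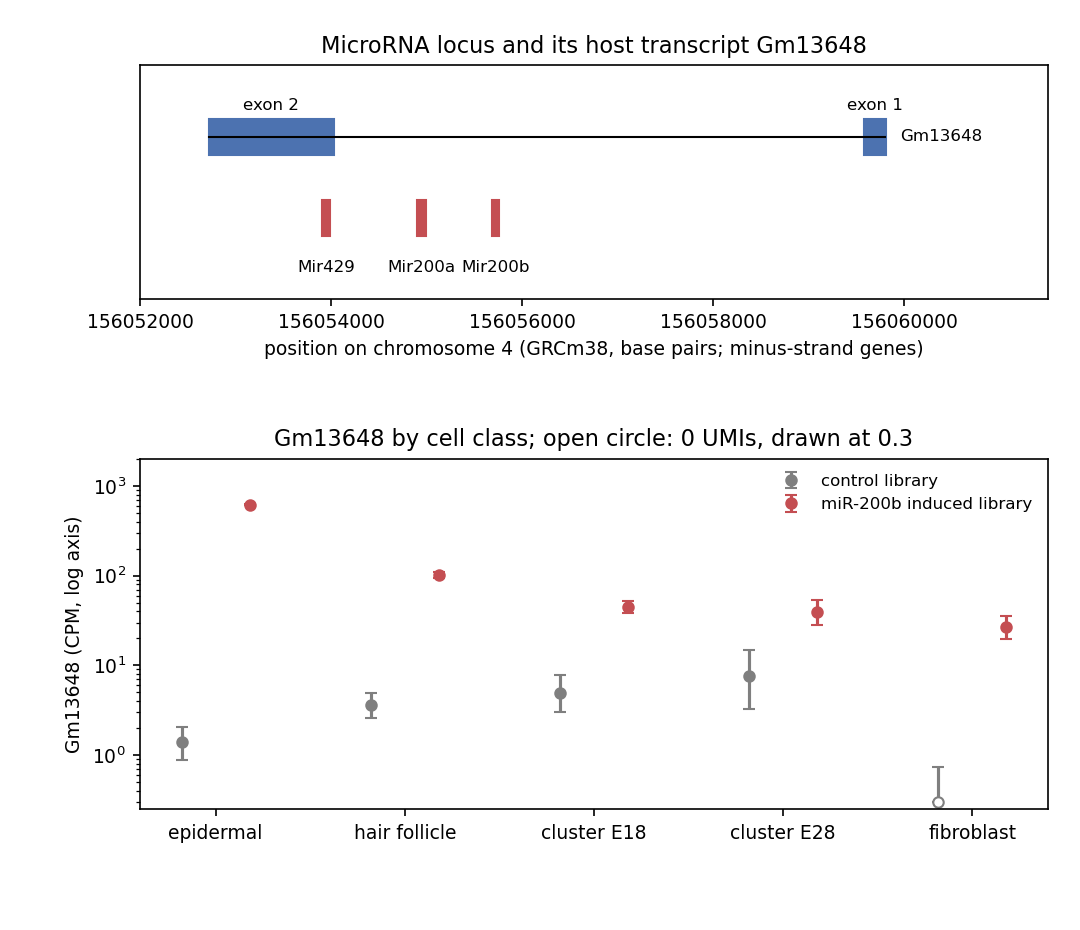
Annotated genes of the microRNA-200b locus on chromosome 4 (GRCm38, position in bases) and the level of Gm13648 in CPM per cell group and library on a log axis, with exact Poisson 95% intervals (E18 and E28 are outer follicle clusters). In epidermal cells the induced library stood at 616.6 CPM and the control library at 1.38 CPM.

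Sebaceous gland-like cells made up 211 of 577 hair follicle and sebaceous cells in the control library, a share of 36.6% (32.6 to 40.6). In the induced library they made up 3 of 303 such cells, or 0.990% (0.205 to 2.87). The share was 36.9-fold lower in the induced library, with a counting interval of 12.5 to 180.5. Over all epithelial cells the shares were 5.31% (4.64 to 6.06) and 0.0731% (0.0151 to 0.214), a 72.7-fold difference (24.5 to 355). The cells lay in 3 clusters, led by Soat1, Elovl6 and Mgst1, by Elovl4, Awat1 and Cyp2g1, and by Pparg, Gadd45g and Acsbg1. The stricter cell filter moved the control share furthest, to 72.5% of 273 cells, with 3.51% of 57 cells in the induced library. Without clusters, 263 of 3925 control epithelial cells had UMIs of at least 4 of 15 sebaceous markers at 2000 UMIs per cell, or 6.70% (5.94 to 7.53). The same count in the induced library was 2 of 3843 cells, or 0.0520% (0.00630 to 0.188). Among non-epithelial cells, 0 of 837 control cells met this marker count, which allows up to 0.358%, and 1 of 695 induced cells (0.144%) did.

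The naming thresholds, set after the data had been seen, kept 1 further cluster out of the sebaceous class. It was led by Aldh3a1, Igfbp4, Pparg and Lpl, and held 281 control cells, 7.07% (6.30 to 7.92) of epithelial cells, and 10 induced cells, 0.244% (0.117 to 0.448). Counted with it, the sebaceous class would hold 492 control cells and 13 induced cells.

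**Figure D2:**
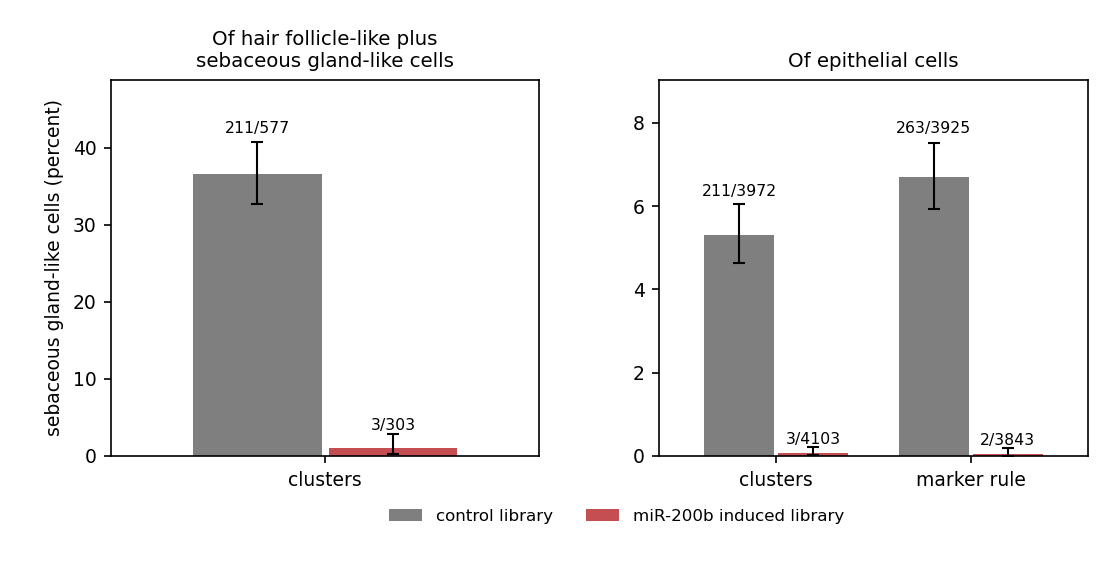
Share of sebaceous gland-like cells in percent of hair follicle plus sebaceous cells (left) and of epithelial cells (right), from clusters or from the marker count, in both libraries, with exact Clopper-Pearson 95% intervals. The induced library lay below the control library in each of the 3 counts, with 3 of 303 against 211 of 577 hair follicle and sebaceous cells.

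Shares of the other classes were compared where the naming allowed. Epithelial cells were 82.5% (81.4 to 83.5) of kept cells in the control library and 83.9% (82.8 to 84.9) in the induced library. They included a shallow unnamed cluster, E11, of 24 control and 210 induced cells with a median of 1068 UMIs. It was led by Col3a1, Fabp4, Vim and Col1a1, so the epithelial share depends on how these cells are classed and no direction is given for it. Fibroblast-like cells were 10.6% (9.77 to 11.5) and 5.75% (5.11 to 6.44) of kept cells, a log2 ratio of -0.89. Clustering on library-centred genes moved that ratio most, to -1.19. Melanocyte-like cells were 1.66% (1.32 to 2.06) and 4.87% (4.28 to 5.51) of kept cells. Unnamed clusters held 68.4% of control and 49.1% of induced epithelial cells, and the mix of epidermal and dermal suspensions was set by hand. For these reasons no direction is given for the epidermal share of epithelial cells (17.1% and 43.5%) or the hair follicle share (9.21% and 7.31%). The ratio of the hair follicle shares changed sign under 4 alternatives.

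Sox9 (ENSMUSG00000000567, chromosome 11, 112782224 to 112787760, plus strand) was left out of the clustering and the marker lists. In hair follicle cells it stood at 554.1 CPM in the control library and 581.3 CPM in the induced library, a log2 ratio of 0.069 (0.011 to 0.13). The median gene of that class had a log2 ratio of -0.18, and relative to it Sox9 was at 0.24. Over all epithelial cells, where the median gene was at -0.12, Sox9 went from 335.7 to 225.7 CPM, a log2 ratio of -0.57 (-0.60 to -0.55), or -0.46 relative to the median gene. Counting over all epithelial cells was the alternative that moved the hair follicle value most. The sign of the hair follicle ratio also changed when doublets were kept, at other clustering resolutions and in outer follicle clusters E18 and E28. No direction is therefore given for Sox9 in the pooled hair follicle class. Outer follicle-like cells (161 control and 227 induced) had 921.7 and 731.5 CPM, a log2 ratio of -0.33 (-0.40 to -0.27), or -0.19 relative to their median gene. Matrix-like cells (187 and 32) had 263.3 and 46.1 CPM, a log2 ratio of -2.51 (-3.11 to -1.98). The pooled ratio thus also reflects the different makeup of the class. Inner root sheath and shaft cells were not measured apart. A further outer follicle cluster, E36, had 0 control and 49 induced cells and could not be compared. Cluster E18, an outer follicle cluster led by Pinlyp, Krt75 and Klk10 with 75 control and 117 induced cells, had 919.9 and 791.9 CPM, or -0.052 relative to its median gene at -0.16. Cluster E28, an outer follicle cluster led by Wfdc18, Krt6a and Cst6 with 86 and 61 cells, had 928.5 and 924.9 CPM. In epidermal cells Sox9 went from 36.1 to 91.97 CPM, a log2 ratio of 1.35 (1.23 to 1.47), and the thinned share of cells with a UMI from 7.09% to 15.6%. This difference depended on the clusters in the class, because the largest basal cluster of the control library (407 cells) had 32.4 CPM (28.4 to 36.8) and the largest of the induced library (484 cells) had 37.9 CPM (34.6 to 41.4), so no direction is given for epidermal Sox9 either. Fibroblast-like cells, which served as the background, had 4.02 and 17.6 CPM. After thinning, 40.9% of control and 32.9% of induced epithelial cells had a Sox9 UMI, compared with 0.592% and 3.23% of fibroblast-like cells. Without thinning the epithelial shares were 73.7% and 73.4%. The annotated 3′ UTR of Sox9, of 2250 bases, held 0 matches to the microRNA-200b seed and 0 to the microRNA-200a seed.

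**Figure D3:**
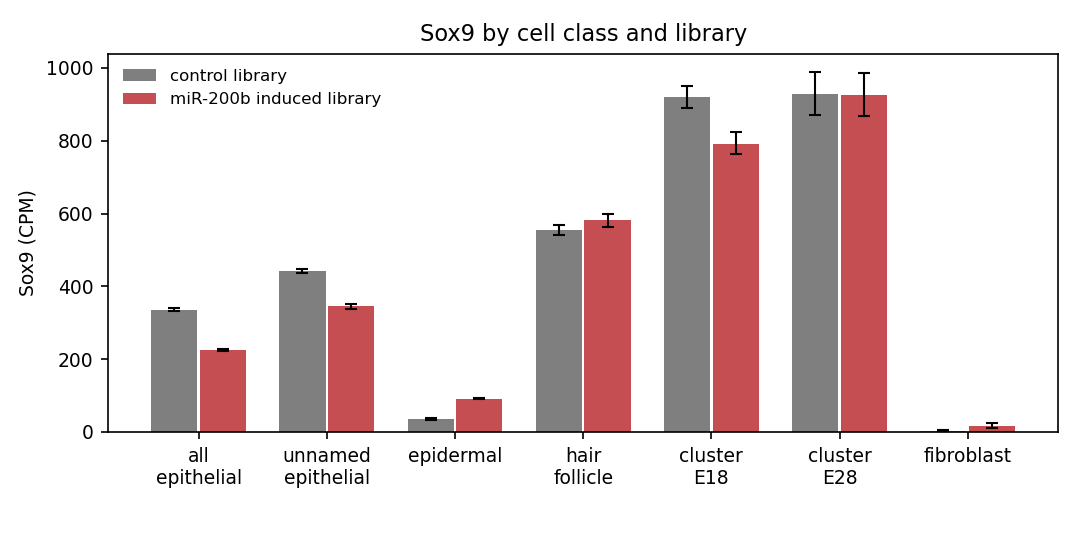
Level of Sox9 in CPM per cell group and library, with exact Poisson 95% intervals. Hair follicle cells stood at 554.1 CPM in the control library and 581.3 CPM in the induced library, pooled over classes whose shares differed between the libraries.

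The panel covered 27 genes of hair follicle, stem cell and signalling biology. Over all epithelial cells, and relative to the median gene, the genes with log2 ratios well below 0 included Lrig1 at -1.17 (79.65 and 32.6 CPM), Nfatc1 at -1.06 (61.0 and 27.0 CPM) and Tcf7l2 at -0.89 (96.2 and 47.8 CPM). The highest log2 ratio belonged to Epcam at 1.022 (327.2 and 612.6 CPM). Each of these kept its sign in all epithelial cells under the 4 alternatives run for the panel. Nfatc1 did not move the same way in every group, with log2 ratios of 1.14 in epidermal cells and 0.17 (-0.053 to 0.40) in hair follicle cells. In epidermal cells Epcam went from 86.7 to 451.5 CPM and Lef1 from 20.3 to 7.14 CPM. Over all epithelial cells Lef1 stood at 12.5 and 11.7 CPM, with an interval of the log2 ratio that spanned 0 (-0.22 to 0.029). Hair follicle values of the panel rested on different cluster makeup, with 187 control and 32 induced matrix-like cells. The stricter cell filter moved Gli1 in that class most, from a log2 ratio of -1.94 to 4.57. Zeb1 and Zeb2, each with 5 microRNA-200b seed matches, were scarce in epithelial cells, at 0.116 and 0.0916 CPM for Zeb1 and at 1.13 and 0.865 CPM for Zeb2. In fibroblast-like cells Zeb1 had 77.8 and 65.8 CPM, with an interval of the log2 ratio that spanned 0 (-0.55 to 0.062), and Zeb2 had 851.6 and 902.5 CPM.

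Genes with a microRNA-200b seed match in the 3′ UTR were compared with random genes of like expression. Over all epithelial cells, the median log2 ratio of 873 such genes among 5696 lay at -0.20 relative to the random lists, lower than in each of 10000 lists. The list of 197 genes with the 8-base match CAGTATTA was the alternative that moved this value most, to -0.28. In epidermal cells the difference was -0.18 (774 of 5241 genes) and in hair follicle cells -0.13 (969 of 5941 genes), each also lower than in all 10000 lists. Inside cluster E18 it was -0.15, and inside cluster E28 it was -0.049. In the hair follicle class the stricter cell filter, which left 75 control and 55 induced cells, brought it to -0.046 at percentile 0.11. In fibroblast-like cells the difference was 0.12 (1080 of 6064 genes), higher than in all 10000 lists, and 0.049 when lists were matched on 3′ UTR length as well. The microRNA-200a list lay at -0.11 in epithelial cells. Among the control lists in epithelial cells, let-7 lay at 0.059 (percentile 99.94), microRNA-124 at -0.0054 (36.04), microRNA-1 at -0.019 (16.3) and microRNA-122 at -0.0059 (38.1). In hair follicle cells let-7 lay at 0.080 (percentile 99.93) and microRNA-124 at 0.070 (99.98), and in cluster E28 they lay at 0.096 (99.99) and 0.046 (99.48). In fibroblast-like cells the control lists lay between 0.030 for microRNA-122 and 0.097 for microRNA-1. Among all 7-base words, CAGTATT ranked 2 from the lowest of 13616 in epithelial cells. The lowest was AGTATTA, which overlaps it by 6 bases. CAGTATT ranked 2 from the lowest of 13179 words in epidermal cells. In hair follicle cells it ranked 16 of 13913, and the lowest word there was CGACTTG. In fibroblast-like cells CAGTATT ranked 12241 of 14185.

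**Figure D4:**
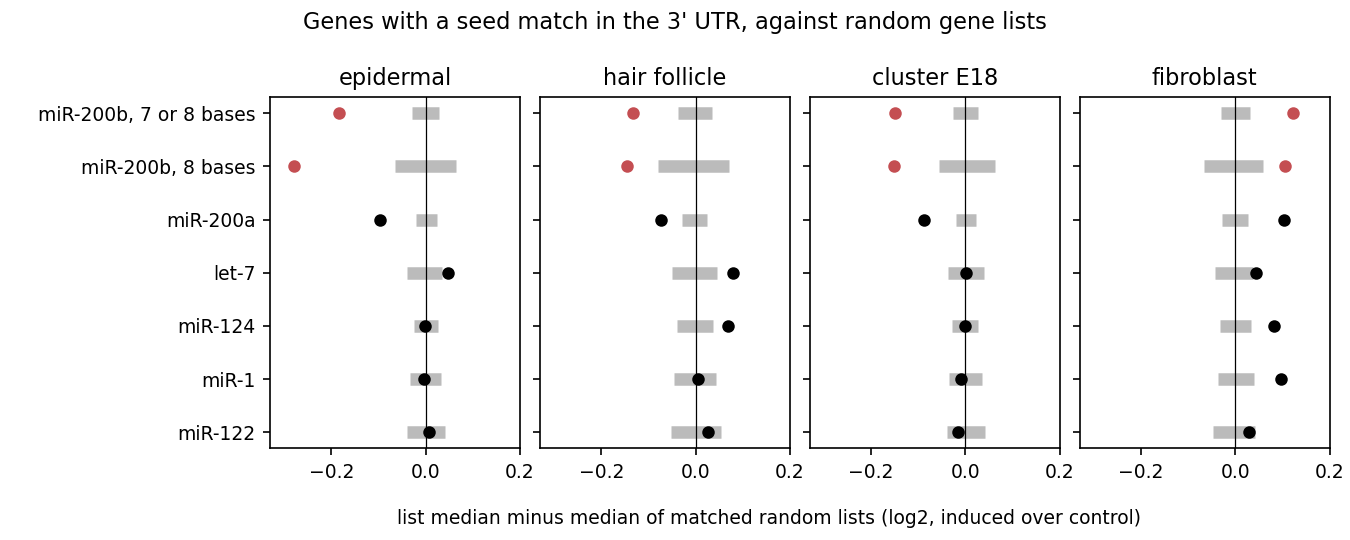
Difference of the median log2 ratio between genes with a seed match and expression-matched random lists, for each microRNA list in epidermal, hair follicle, outer follicle cluster E18 and fibroblast-like cells, with grey bars for the central 95% of 10000 random lists. The microRNA-200b list lay at -0.18 in epidermal cells and at 0.12 in fibroblast-like cells.

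The rule for named genes gave 6 genes per class. In epidermal cells the rises were Gm13648, Sprr1b (8.40 to 402.9 CPM, log2 ratio 5.58) and 2310046K23Rik (21.8 to 415.8 CPM, 4.25). The falls were Lce1m (145.0 to 0.796 CPM, -7.51), H19 (922.8 to 41.8 CPM, -4.46) and Oat (295.2 to 12.1 CPM, -4.61). H19 led control-only clusters, and over all epithelial cells it went from 267.2 to 27.0 CPM. Over all epithelial cells Sprr1b went from 6.34 to 248.2 CPM and 2310046K23Rik from 20.96 to 253.4 CPM. Lce1m went from 33.1 to 0.947 CPM there and Oat from 146.2 to 10.2 CPM. In fibroblast-like cells the rises were Cfd (0.201 to 371.5 CPM), Hp (0 UMIs, which allows 0.603 CPM, to 309.1 CPM) and Cxcl13 (0 UMIs to 169.0 CPM). The Cfd ratio, from 1 control UMI, was 10.85 on the log2 scale (8.37 to 16.16). Cfd and Hp were among the leading genes of a cluster named fibroblast-like with 7 control and 75 induced cells, which was also led by Lpl and Fabp4 of the adipocyte list. Clustering on library-centred genes named an adipocyte-like class of 7 control and 55 induced cells. The falls were Tac1 (134.4 to 11.9 CPM), Cthrc1 (284.1 to 40.3 CPM) and Ccdc42 (87.6 to 9.64 CPM). Clustering on library-centred genes kept 1 of these 6 fibroblast genes. In hair follicle cells the rule gave Krtap8-1, Krtap15 and Krtap13-1 as rises and Tuba1b, Pclaf and Smc2 as falls. Of these 6, 0 were named again under 3 of the 4 alternatives that rebuilt the classes. Krtap8-1 moved most of all named genes, from a log2 ratio of 5.89 with 5 CPM added to -0.27 under the stricter filter, so the hair follicle names describe the makeup of the class in these libraries.

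Cells with at least 2 UMIs of 16 G2/M genes were counted as cycling. At 2000 UMIs per cell they were 21.3% (20.03 to 22.6) of 3925 control epithelial cells and 14.2% (13.1 to 15.3) of 3843 induced ones. Without thinning, the alternative that moved the ratio most, the shares were 40.8% and 35.6%. In epidermal cells the thinned shares were 17.4% (14.7 to 20.5) and 12.4% (10.8 to 13.99). Without thinning the epidermal shares were 38.1% (34.5 to 41.9) and 35.5% (33.2 to 37.7), with overlapping intervals.

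Xist had 13 UMIs in the control library and 7 in the induced library. Ddx3y, Eif2s3y, Kdm5d and Uty together had 13775 UMIs (159.0 CPM) and 10625 UMIs (102.0 CPM). The log2 ratio of these Y-linked genes moved most under the stricter filter, to -0.66.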

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

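The rank among 7-base words, the comparisons inside clusters E18 and E28 and the comparisons of Gm13648 with other epithelial genes were chosen only after the results were seen.

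The effect on genes with a microRNA-200b seed match went opposite ways in 2 cell classes. The list lay at -0.18 in epidermal cells and at 0.12 in fibroblast-like cells. The difference between the classes was not tested, since each rested on 1 library per group. In fibroblast-like cells the tables argue against a response to microRNA-200b sites, because 1944 other 7-base words ranked higher than the seed match and the unrelated microRNA-1 list lay at 0.097. The word ranks were corrected for 3′ UTR length, but these list values were not. Matching on 3′ UTR length brought the fibroblast value to 0.049 and the microRNA-1 list to 0.032. A shift tied to long 3′ UTRs may therefore account for part of the fibroblast value. The rest stays open, and the fibroblast-like cells of the libraries also differed in depth (median 9369.5 and 5945 UMIs) and in makeup.

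For epithelial cells the values argue against 3′ UTR length or base composition as the whole cause of the negative shift. Matching on 3′ UTR length left the difference at -0.20 against all 10000 random lists, so length was not the whole cause. Base composition would have made many words as low, but the seed match ranked 2 from the lowest of 13616 words. In hair follicle cells it ranked 16 from the lowest of 13913, so this argument is weaker there. A different mix of epithelial cell types, as the whole cause, would have left no shift inside clusters with cells of both libraries. Cluster E18 was at -0.15, below all 10000 random lists. Cluster E28 was at -0.049 (percentile 0.40), and at -0.035 (percentile 8.15) for genes with a 200b but no 200a match. Matched on 3′ UTR length as well, these E28 values were -0.076 (percentile 0.0) and -0.062 (percentile 0.18). The unrelated let-7 list moved further in E28, to 0.096, so E28 carries little weight here. The shift in E28 was smaller than in E18, and a contribution of the cell mix to the shift stays open. The induced genotype is the biological explanation that the design gives, and a direct response of site-bearing transcripts to microRNA-200b is a hypothesis consistent with these values. A difference between the libraries other than genotype was not excluded, because each genotype had 1 library.

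The transcript Gm13648 also gave signal in the barcodes that the filters removed, which the comparisons of cell classes did not use. In the induced library it stood there at 430.5 CPM (420.2 to 440.9), and in the control library at 3.20 CPM (44 UMIs). A candidate explanation is that the removed barcodes hold epithelial cells, doublets or free epithelial RNA. The level there was 81.6% of that in kept epithelial cells, inside the range of 65.1% for Krt14 to 121% for Trp63 among 8 other epithelial genes. The signal had the direction of the kept cells, and the genotype was not tested apart from the library.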

How the results depend on the processing

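Clustering on library-centred genes, clustering without Gm13648, and Sox9 in all epithelial cells and in clusters E18 and E28 were chosen only after the data had been seen. No paired analysis was possible because each group had 1 library. For the values below that moved or changed sign the cause was not tested.

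The sebaceous share was lower in the induced library under each alternative run, but its size moved. Of hair follicle and sebaceous cells in the control library (36.6%), it was 72.5% under the stricter filter, 46.2% without doublet removal, 71.4% at resolution 1.0, 48.5% at resolution 3.0, 69.3% with each library clustered alone, 51.9% with 4000 variable genes, 29.7% with library-centred genes and 55.6% without Gm13648. In the induced library (0.990%) it was 3.51% under the stricter filter, 4.69% at resolution 1.0 and 0.0% (0 of 253 cells, which allows up to 1.19%) with each library clustered alone. Of epithelial cells the shares were 5.31% and 0.0731%, of kept cells 4.38% and 0.0613%, and by the marker count 6.70% and 0.0520%.

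The log2 ratio of the fibroblast share moved from -0.89 to -1.19 with library-centred genes. That of the epidermal share of epithelial cells (1.35) was 1.16 under the stricter filter, 0.72 without doublet removal, 0.93 at resolution 1.0, 0.85 with each library alone, 0.848 with 4000 variable genes, 0.80 with library-centred genes and 1.08 without Gm13648. That of the hair follicle share (-0.33) changed sign at resolution 3.0 (0.265), with each library alone (1.31), with 4000 variable genes (0.16) and without Gm13648 (0.50).

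Sox9 in hair follicle cells (0.069) changed sign without doublet removal (-0.070), at resolution 1.0 (-0.0055), at resolution 3.0 (-0.041), with each library alone (-0.44), with 4000 variable genes (-0.28), without Gm13648 (-0.42), in all epithelial cells (-0.57), in cluster E18 (-0.22) and in cluster E28 (-0.0055). It rose to 0.24 under median-ratio scaling, 0.21 as a mean of cells and 0.35 after thinning.

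The microRNA-200b list kept its sign under each alternative run for it. It was negative in epithelial, epidermal and hair follicle cells and positive in fibroblast-like and non-epithelial cells. Other clustering resolutions, clustering of each library alone and more variable genes were not run for this list. Its sign under those settings is not known. In epithelial cells (-0.20) it was -0.28 for 8-base sites and -0.17 after thinning, and in epidermal cells (-0.18) it was -0.279 for 8-base sites. In hair follicle cells (-0.13) it was -0.046 under the stricter filter, -0.085 without doublet removal, -0.18 matched on UTR length and -0.094 after thinning. In fibroblast-like cells (0.12) it was 0.15 with library-centred genes, 0.090 with a minimum of 5 CPM and 0.049 matched on UTR length, and in non-epithelial cells (0.055) 0.027 with that minimum and 0.022 matched on UTR length. The ratio of cycling shares in epithelial cells moved from -0.59 to -0.20 without thinning.

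Of 346 panel values under alternatives, 222 stayed within the counting interval, 6 of them across 0. Another 105 moved beyond it, 9 of them to the other sign from a value whose interval spanned 0. The remaining 19 changed the sign of a value whose interval excluded 0, as follows. Under the stricter filter, hair follicle values became 1.797 for Lgr5, -0.68 for Gata6, 0.0038 for Ctnnb1, 4.57 for Gli1, 1.26 for Ptch1 and 0.27 for Bmi1. Without doublet removal, hair follicle values became 0.30 for Ctnnb1, -0.31 for Myc and -0.066 for Hes1, epidermal values -0.47 for Gata6, -0.016 for Ctnnb1, -0.040 for Ptch1 and -0.18 for Trp63, and the fibroblast value -0.58 for Krt14. Under median-ratio scaling, hair follicle values became 0.075 for Ctnnb1 and 0.056 for Krt14. As means of cells, epithelial values became 0.12 for Gata6, 0.116 for Shh and 0.031 for Ptch1. Of 90 values of the named genes, 44 stayed within the counting interval, 43 moved beyond it with 0 to the other sign, and 3 changed sign, in hair follicle cells: Krtap8-1 at -0.27 under the stricter filter and -0.21 without doublet removal, and Pclaf at 0.24 under the stricter filter.

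The sebaceous ratio rested on 3 induced cells, and its counting interval ran from 12.5 to 180.5.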

Other observations

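The tests in this part were chosen only after the results were seen, except the marker count and the share of epithelial cells, which were planned, and the tests of removed barcodes, of G-U pairing, of a technical difference shared by all cells and of the cluster led by Aldh3a1.

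The scarcity of sebaceous gland-like cells in the induced library was tested against technical explanations. The filters did not hide them, because among removed barcodes the sebaceous markers were also lower in the induced library, with a log2 ratio of -3.21. Clusters that missed them would have left cells with 4 or more markers, but 0.0520% of induced epithelial cells had them. A lower yield of follicles would have lowered outer follicle-like cells as well, and per such cell the sebaceous cells had a log2 ratio of -6.63 (-8.92 to -5.06). This ratio depends on the naming, since the outer class included cluster E36 with 0 control and 49 induced cells. Matrix-like cells did fall, from 187 to 32, a log2 ratio of -2.59 for their share of epithelial cells. That fall was smaller than the sebaceous one, but the follicle yield itself is not settled. A selective loss of sebaceous cells during dissociation or capture cannot be told apart from a loss in the tissue, because the share of epithelial cells (log2 ratio -6.18) comes from 1 preparation per group. The genotype stays open as the biological explanation.

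The cluster led by Aldh3a1, Igfbp4 and Pparg was also mostly of the control library. Its cells could sit in another cluster of the induced library. Over all unnamed epithelial cells Pparg went from 32.2 to 2.42 CPM, a log2 ratio of -3.73, but Pparg is among the genes that lead the cluster, so this does not decide it.

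Genes with a microRNA-200a seed match were lower in induced epithelial cells too. Genes that carry both kinds of site did not account for this, since genes with the 200a match alone lay at -0.089, below each of the random lists. Tolerated G-U pairs between microRNA-200b and its seed match may contribute. Among genes without a 200b seed match, and matched on 3′ UTR length, the word TAGTATT lay at -0.091 (414 genes, percentile 0.0), which goes with this explanation, but it also holds 6 bases of the 200b seed match itself and so does not isolate the G-U pair. The word CGGTATT lay at -0.083 (56 genes, percentile 6.55), inside the central 95% of the random lists, so the explanation stays open. More microRNA-200a from the raised Gm13648 transcript (log2 ratio 7.91) is another candidate explanation, and it cannot be told apart because these libraries do not measure microRNAs. The labels do not describe the induction construct, so the Gm13648 UMIs cannot be assigned to the gene's own locus or to a construct that carries part of it, and a joint rise of microRNA-200a does not follow from them.

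Gm13648 UMIs appeared in induced fibroblast-like cells, at 5.05% (3.71 to 6.72) of the epithelial level. The percentages of 7 of 8 other epithelial genes lay between 3.52% for Krt5 and 8.05% for Cdh1, with Itga6 at 34.4%. The level is consistent with free RNA from epithelial cells.

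The size of the site difference might follow the level of Gm13648, but the values do not decide it. In the induced library, cluster E28 had 39.3 CPM of Gm13648 and a difference of -0.049, and cluster E18 had 45.0 CPM and a difference of -0.15. The intervals of these Gm13648 levels overlapped, and fibroblast-like cells, read above as free RNA, had 26.7 CPM (19.6 to 35.45), so part of both levels may be background. Epidermal cells had 616.6 CPM and a difference of -0.18.

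Most epithelial clusters came from 1 library. At equal depth and equal cell numbers, 50.4% of a cell's neighbours would come from the other library if the libraries were alike. The mean was 25.6% (20.2 to 29.75 over 20 draws) in fibroblast-like cells, 34.9% (30.3 to 40.9) in melanocyte-like cells and 19.5% (13.6 to 23.8) in epidermal cells. It was 26.7% (18.9 to 31.75) in hair follicle cells, 27.2% (22.75 to 31.8) in unnamed epithelial cells and between 20.4% and 29.7% over the draws in cluster E18. A technical difference shared by all cells could give low values everywhere, and each class measured lay below the value for like libraries. The ranges of epidermal cells, cluster E18 and fibroblast-like cells lay below that of melanocyte-like cells. Those of hair follicle and unnamed epithelial cells overlapped it, and the range of fibroblast-like cells overlapped each epithelial range. Such a difference cannot be told apart from an effect of genotype with 1 library per group.

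Over all barcodes, Hbb-bs had 26241 UMIs in the control library and 821 in the induced library. Hba-a1 had 7859 and 497 UMIs.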
